A study of Mus musculus with 22 samples. Its data were reported in "Multiplexed capture of spatial configuration and temporal dynamics of locus-specific 3D chromatin by biotinylated dCas9" (2020).

How the data were processed

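ChIP-seq peak lists of H3K4me3, H3K27ac and CTCF in mouse G1ER (G1E-ER4) cells were analyzed, starting from the positions of the peaks. The 22 lists fell into 12 groups by antibody and hours of β-estradiol, as given by the sample titles. The histone groups (0, 2, 6, 12, and 24 h) had 2 replicates each, and the CTCF groups (0 and 24 h) had 1 list each.

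For the histone marks, the authors aligned reads to the mouse genome (mm10) with Bowtie2 at default parameters, kept uniquely mapped reads, and called peaks with MACS with its model step turned off. The MACS version, the control library and the threshold were not stated. No such methods were stated for CTCF, and those lists carry the same kind of peak names. Peaks were called per library, without pooling of replicates. The deposited score of each peak is the authors' value, minus 10 times log10 of the caller's p-value to judge by the lowest score of 50.0 and the peak names. The score is not comparable between libraries and was used only to rank or filter peaks. A filter at the pooled median score, which does compare lists, was used only as an alternative. The sample descriptions name a human genome build, but the positions fitted the mouse annotation. From 61.5% to 68.2% of H3K4me3 peaks per list held a protein-coding TSS of GENCODE M21 (GRCm38), against 5.32% to 5.73% when the same peaks were moved by 50 kb. The lists hold no read counts, so the depth per sample and the precision it gives are unknown. Whether a region has a peak depends on depth and background as well as on the mark.

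Consensus regions were the union of the 10 lists of a mark, merged where they touch, and overlap meant at least 1 bp. Trends used Spearman's rho and Pearson's r against hours, with two-sided permutation tests of 100000 resamples for 10 lists and exact tests for fewer. The 9 trend tests formed 1 family for Benjamini-Hochberg adjustment. Pearson's r was also computed without the 2 lists at 24 h, which are farthest from the median time. Similarity of lists was tested over all pairings of the 10 lists, and the difference between the marks over all exchanges of mark labels within time point and replicate. Covered length per region was tested with limma (lmFit, eBayes with trend) on log2(covered bp + 200), for regions with a peak in at least 2 lists, with a mean for each of the 5 time points. The limma step was tested on simulated data. With normal noise and 200 regions changed by 1 log2 unit, it recovered 86.0% of them for H3K4me3 (14862 regions) and 58.5% for H3K27ac (21011 regions), and 6.01% and 4.88% of the calls were false. With the real lists shuffled within each region and 200 regions changed 2-fold, it recovered 78.0% and 39.0%, and 13.8% and 54.1% of the calls were false. In both simulations the changed regions were drawn only from those with a peak in all 10 lists. Recovery of regions that appear or vanish was therefore not tested. The share of false calls also depends on how many regions were changed. Peaks that are either present or absent depart from the normal noise that limma assumes, so its adjusted p-values understate the false calls for such regions. The simulation with normal noise, and 100 shuffles without any change, were added after the shuffled result was seen.

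Promoter windows spanned 2 kb either side of 1 TSS per gene, that of the longest transcript of the best APPRIS level. Activated (14 of 16 matched) and repressed (14 of 14 matched) reference genes came from general knowledge of erythroid differentiation and from directions stated in the text of the study. The captured list held the 42 promoters targeted in the study, of which 41 were matched. Symbols without a match were not used here. Which of these 42 promoters the study classed as activated or repressed was not used here. Random promoter lists (10000) were matched on mean covered length. Named regions were, per mark and direction, the 4 gained or lost regions with the largest log2 difference, named by the nearest TSS within 50 kb, and for CTCF the 3 highest-scoring peaks seen in only 1 list. Motifs were counted on both strands of GRCm38. Flanking sequences lay 2 kb beyond the CTCF peaks. The GATA motif (WGATAR) was compared with its reversed sequence (RATAGW), with intervals from 1000 bootstrap samples of the regions. Shares have 95% Wilson intervals.

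The groups, tests, gene lists, naming rule and main alternatives were fixed before the data were examined. Alternatives were peaks at or above the pooled median score, equal numbers of top-scoring peaks, autosomes and X only, windows of 1 and 5 kb, pseudocounts of 50 and 1000 bp, merging within 500 bp, overlap of at least 50%, other minimum numbers of lists (1 and 5), a fit to the 4 lists at 0 and 24 h, scaling by median peak length, a replicate block, a Jaccard index by number of regions, Pearson's r in place of rho, hours in place of rank, H3K4me3 regions of any time point, only the reference genes among the captured promoters, and leaving out each list in turn. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1, were used.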

Results

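To follow active chromatin during erythroid differentiation, H3K4me3 and H3K27ac were profiled by ChIP-seq in G1ER cells, a mouse erythroid progenitor line without endogenous GATA1 that carries an estrogen-inducible GATA1 (GATA1-ER). β-estradiol activates GATA1-ER and starts differentiation. H3K4me3 marks mostly active promoters, and H3K27ac marks active promoters and enhancers. The 22 peak lists comprised 10 lists per histone mark, with 2 replicates at each of 5 time points. Cells were undifferentiated (0 h) or were taken 2, 6, 12, or 24 h after the addition of β-estradiol. There was also 1 list each at 0 h and 24 h for CTCF, a DNA-binding protein found at chromatin loop anchors. Histone values are given as mean ± SD (n = 2), and the CTCF lists had no replicate. The lists hold peak positions and the authors' score for each peak but no read counts, so the sequencing depth is unknown. A comparison of 2 lists against 2 cannot go below p = 0.333 in an exact permutation test, so changes with time were tested over all lists of a mark.

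The first question was whether the number and extent of marked regions changed with time. H3K4me3 lists held 14233 ± 310 peaks at 0 h, 13643 ± 632 at 2 h, 13480 ± 16.3 at 6 h, 13153 ± 122 at 12 h, and 12998 ± 103 at 24 h. This decrease gave Spearman's rho = -0.837 against hours (two-sided permutation test, p = 0.00497, Benjamini-Hochberg adjusted p = 0.0224 over 9 trend tests) and Pearson's r = -0.764 (permutation p = 0.0126, adjusted p = 0.0378). Without the lists at 24 h, r was -0.766 (exact permutation p = 0.0321). Both lists at 24 h held fewer peaks than both lists at 0 h. The trend was weakest when only peaks scoring at or above the pooled median were kept (rho = -0.714, permutation p = 0.0279, adjusted p = 0.0803), where it no longer passed the correction. It also missed the threshold without any 1 of the 4 lists at 0 h or 24 h (rho from -0.814 to -0.788, exact permutation adjusted p from 0.0512 to 0.0691). H3K27ac lists held 17942 ± 69.3 peaks at 0 h, 18309 ± 34.6 at 6 h, and 17486 ± 337 at 24 h, with no detectable trend (rho = -0.172, permutation p = 0.65, adjusted p = 0.65; r = -0.578, permutation p = 0.0814). Its r changed sign without the lists at 24 h (r = 0.308, exact permutation p = 0.457).

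The covered length of H3K4me3 peaks was 32.1 ± 1.19 Mb at 0 h and 30.6 ± 0.24 Mb at 24 h, without a detectable trend (rho = -0.394, permutation p = 0.273, adjusted p = 0.35; r = -0.27, permutation p = 0.453; r = -0.499 without 24 h). H3K27ac peaks covered 44.4 ± 0.77 Mb at 0 h, 46.5 ± 0.21 Mb at 12 h, and 45.2 ± 1.81 Mb at 24 h (rho = 0.492, permutation p = 0.16, adjusted p = 0.24; r = 0.202, permutation p = 0.566). Here 1 list decided the outcome, because rho was 0.856 without replicate 2 at 24 h (exact permutation p = 0.00503, adjusted p = 0.0151). Without both lists at 24 h, r was 0.8 (exact permutation p = 0.0214). The difference between the slopes of the marks was 0.03 log2 units per time point and was not detectable (exact two-sided permutation test, p = 0.188). It passed without replicate 2 at 24 h (0.0401, exact permutation p = 0.0273) and with higher-scoring peaks only (0.0421, exact permutation p = 0.0313). Mean peak length rose from 2252 ± 34.3 bp to 2356 ± 0.47 bp for H3K4me3 (rho = 0.763, permutation p = 0.0153; r = 0.779, permutation p = 0.00908) and from 2477 ± 33.5 bp to 2584 ± 53.4 bp for H3K27ac (rho = 0.911, permutation p = 0.00085; r = 0.785, permutation p = 0.00731). Without the lists at 24 h, r was 0.388 for H3K4me3 (exact permutation p = 0.333), so that trend rested on them, and 0.908 for H3K27ac (exact permutation p = 0.00119). These length trends were described beside the 9 trend tests and were not adjusted with them. H3K4me3 lists held 2871 and 2997 peaks under 1000 bp at 0 h, and 2296 and 2352 at 24 h. Peaks of 3000 to 4000 bp numbered 1989 and 2170 at 0 h, and 2049 and 2039 at 24 h. The rise in mean H3K4me3 length thus went with fewer short peaks. It is not separate from the fall in peak number and does not show that peaks widened.

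**Figure D1:**
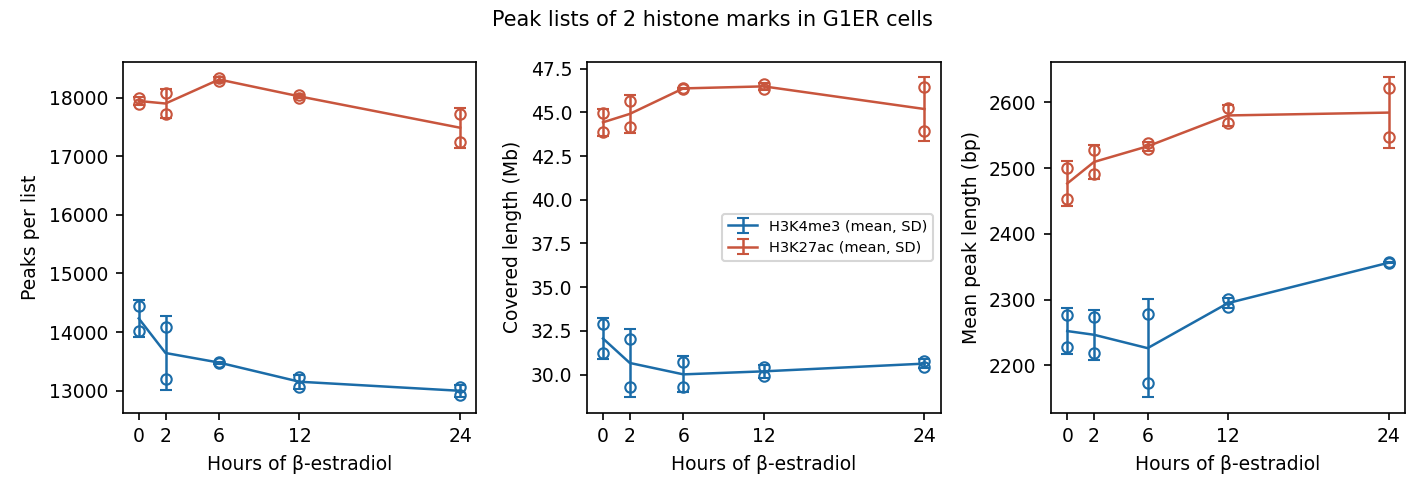
Peaks per list, covered length (Mb), and mean peak length (bp) against hours of β-estradiol. Circles are single lists, lines join the means, bars are SD (n = 2), and mean H3K4me3 peak number fell from 14233 to 12998.

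Next, the lists were compared by their Jaccard index, the length covered in both lists over the length covered in either. For H3K27ac, lists of the same time point had a mean index of 0.751 and lists of different time points 0.719, a difference of 0.0327 (exact one-sided permutation test over all pairings of the 10 lists, p = 0.00106). For H3K4me3 the means were 0.85 and 0.84, and the difference was 0.0102 (exact one-sided permutation p = 0.0275). The H3K4me3 difference was 0.0135 with higher-scoring peaks only, where the exact permutation p was 0.055. In 5 of the 10 comparisons that each left out 1 list it did not pass either, with the smallest difference, 0.00567, without replicate 2 at 24 h (exact permutation p = 0.132). The H3K27ac lists moved away from the undifferentiated state with time. The mean index with the lists at 0 h was 0.73 and 0.731 at 2 h, 0.726 and 0.723 at 6 h, 0.71 and 0.706 at 12 h, and 0.66 and 0.671 at 24 h (rho = -0.976, exact two-sided permutation p = 0.000794, adjusted p = 0.00714; r = -0.985, exact permutation p = 0.000397). Without the lists at 24 h, r was -0.982 (exact permutation p = 0.0111). With higher-scoring peaks only, rho was -0.83 and did not pass the correction (exact permutation p = 0.0198, adjusted p = 0.0803). For H3K4me3 the index fell from 0.851 and 0.835 at 2 h to 0.822 and 0.822 at 24 h, which did not pass the threshold (rho = -0.732, exact permutation p = 0.0548, adjusted p = 0.0986; r = -0.715, exact permutation p = 0.0556). It rested on the lists at 24 h, since r without them was -0.291 (exact permutation p = 0.589). Computed by number of regions, the H3K4me3 trend passed (rho = -0.927, exact permutation p = 0.00317, adjusted p = 0.0143).

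**Figure D2:**
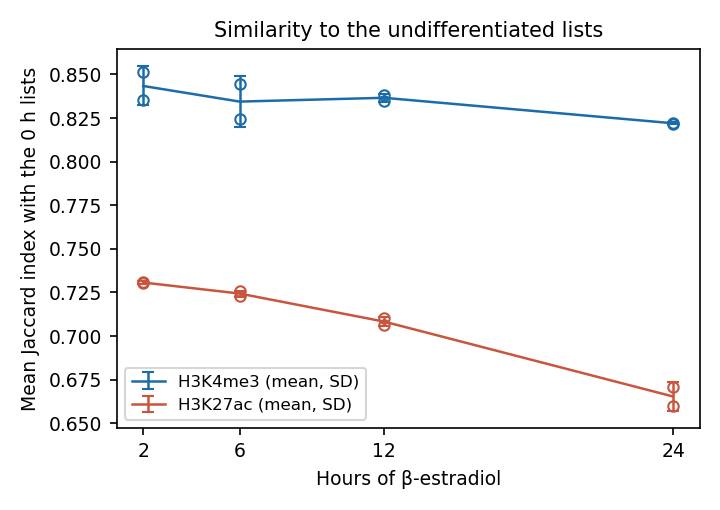
Mean Jaccard index of each later list with the 2 lists at 0 h, against hours of β-estradiol, where circles are single lists, lines join the means and bars are SD (n = 2). H3K27ac fell from 0.73 at 2 h to 0.66 and 0.671 at 24 h, and H3K4me3 changed less.

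To locate the changes, the 10 lists of a mark were merged into consensus regions, and a region was called gained or lost when it held a peak in both lists of 1 time point and in neither list of the other. Of 16244 H3K4me3 regions, 11506 had a peak in all 10 lists and 1382 in only 1. Relative to 0 h, 65 regions were gained and 240 lost at 2 h, 78 and 328 at 6 h, 48 and 467 at 12 h, and 74 and 630 at 24 h. These counts share the lists at 0 h and are not independent of each other. Of 24299 H3K27ac regions, 13217 had a peak in all 10 lists and 3288 in only 1. The H3K27ac counts were 379 gained and 383 lost at 2 h, 561 and 399 at 6 h, 654 and 539 at 12 h, and 833 and 1015 at 24 h. Among the 630 ways to set 2 lists of a mark against 2 others, the comparison of 0 h with 24 h gave the highest sum of gained and lost regions for both marks (704 for H3K4me3 and 1848 for H3K27ac). The next highest sums were 686 and 1532, both from ways that mix time points, and the medians of the other ways were 245 and 549. The 2 ways that mix the lists at 0 h and 24 h gave 158 and 170 for H3K4me3, and 353 and 360 for H3K27ac. These lie at or near the lowest sums of the other ways (157 and 353). When every list was reduced to the same number of top-scoring peaks, H3K4me3 had 193 gained and 215 lost regions at 24 h, and equal list sizes bring these counts together by construction. With higher-scoring peaks only, 28 H3K4me3 regions were gained and 277 lost. For H3K27ac the larger count changed sides at equal peak numbers (900 gained and 863 lost) and without replicate 2 at 24 h (1832 gained and 1509 lost). Leaving out a list at 0 h or 24 h makes the rule easier to meet, and the counts then rose to at most 267 gained (without replicate 1 at 24 h) and 1389 lost (without replicate 1 at 0 h) for H3K4me3, and to 1832 gained and 1953 lost for H3K27ac (without replicate 2 at 24 h and at 0 h).

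**Figure D3:**
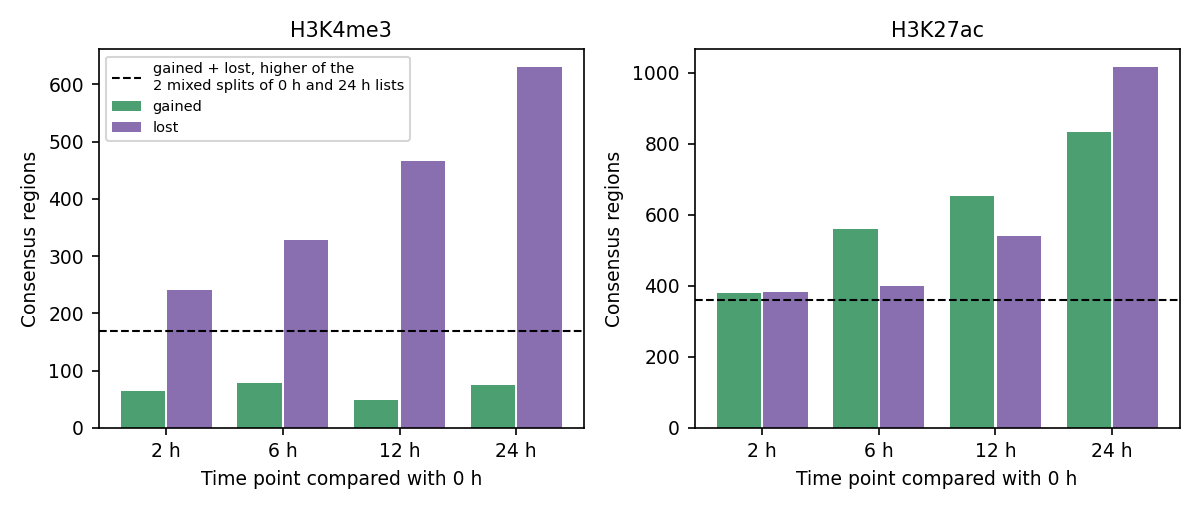
Consensus regions gained and lost relative to 0 h at each later time point, for H3K4me3 and H3K27ac. Bars are counts of regions with a peak in both lists of 1 time point and neither of the other, and the dashed line is the higher sum of gained and lost regions in the 2 comparisons that mix lists of 0 h and 24 h (170 and 360). Most other ways to set 2 lists against 2 gave higher sums (medians 245 and 549).

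Gained and lost regions lay mostly away from promoters. A protein-coding transcription start site (TSS) lay within 75.4% of H3K4me3 regions found in all 10 lists, but within 7.14% of those lost at 24 h and 18.9% of those gained. For H3K27ac the shares were 57.8% of regions in all 10 lists, 6.36% of gained regions, and 12.0% of lost regions. Regions missing from any list also lay mostly away from promoters, whether or not they changed with time. Of 9078 H3K4me3 regions with a TSS, 8677 were found in all 10 lists, and of 8650 such H3K27ac regions, 7646 were. The location therefore goes with inconsistent calling and is not specific to gain or loss. Peaks in changed regions had low scores within their own list. The median score percentile was 9.29 for H3K4me3 regions lost (in the 0 h lists), 16.7 for H3K27ac regions lost (in the 0 h lists), and 16.7 for H3K27ac regions gained (in the 24 h lists).

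Changes in the length covered within each region were tested with limma on log2(covered bp + 200), 24 h against 0 h. At a Benjamini-Hochberg adjusted p under 0.05, 235 of 14862 H3K4me3 regions differed, 70 longer and 165 shorter at 24 h, and 1841 had an unadjusted p under 0.05. Of 21011 H3K27ac regions, 1327 differed, 693 longer and 634 shorter, and 4444 had an unadjusted p under 0.05. The setting that lowered the counts most differed between marks. It was a fit to the 4 lists at 0 h and 24 h alone for H3K4me3 (84 regions) and the use of higher-scoring peaks only for H3K27ac (405 regions). The larger H3K27ac direction also depended on the setting, with 178 longer and 227 shorter for higher-scoring peaks only, 643 and 740 after scaling by median peak length, and 460 and 482 for regions with a peak in at least 5 lists. A protein-coding TSS lay within 64.3% of the longer and 20.6% of the shorter H3K4me3 regions, and within 25.7% and 12.6% of those of H3K27ac, so the longer H3K4me3 regions, unlike gained ones, lay mostly at promoters. Of the H3K4me3 regions that differed, 15 were also gained and 121 also lost, and of the H3K27ac regions 361 were also gained and 359 also lost. Shuffling the lists within each region, which removes any time effect, gave at most 17 calls for H3K4me3 and 81 for H3K27ac in 100 draws.

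Among gained and lost regions, the 4 with the largest log2 difference in covered length per mark and direction are named by the nearest TSS, with coordinates in GRCm38 (mm10). Because a region without a peak is set to the pseudocount, these log2 differences on the log2(covered bp + 200) scale mainly reflect the length of the called peaks. In 15 of the 16 regions a list held a peak of 6 kb or longer, against 5.05% of all 2552 gained and lost regions. Only 3 of the 16 passed the limma threshold. At *Hoxc6* (chromosome 15, 103009073 to 103017338, spanning its TSS, UTR and coding exons), no list at 0 h had an H3K4me3 peak, and all 8 later lists did, covering 7846 ± 479 bp at 2 h and 7507 ± 116 bp at 24 h (log2 difference 5.27, SE 0.05, limma adjusted p = 3.2e-09). The longest peak there was 8184 bp. At *Zfpm1* (chromosome 8, 122280461 to 122288427, TSS, UTR and coding exon), the H3K4me3 length was 6445 ± 182 bp at 0 h, 6734 ± 525 bp at 2 h, 7319 ± 33.9 bp at 6 h, and 7791 ± 189 bp at 12 h, and neither list at 24 h had a peak (log2 difference -5.05, SE 0.06, limma adjusted p = 8.1e-09). The 8 peaks scored from 197 to 509, and the longest was 7924 bp. In an intron of *Snx3* (chromosome 10, 42509068 to 42523893, 6778 bp from the nearest TSS), H3K27ac covered 10288 ± 1078 bp at 0 h and was absent from both lists at 24 h (log2 difference -5.71, SE 0.42, limma adjusted p = 0.00062). The longest peak there was 7369 bp. The call at *Snx3* was lost when replicate 1 at 2 h was left out (limma adjusted p = 0.16). The other 13 regions had limma adjusted p-values from 0.061 (*Cpa3*) to 0.35. They were *Med22*, *Slc41a3* and the *Gm27533* TSS within *Neat1* (H3K4me3 gained), *Cnppd1*, *Nek8* and *Cpa3* (H3K4me3 lost), *Tut7*, *Rpl14*, *Lamtor4* and *Gm49454* (H3K27ac gained), and *Gm46350*, *Rab5c* and *Mylk3* (H3K27ac lost). In the fit to the 4 lists at 0 h and 24 h alone, each of these 13 regions passed (limma adjusted p from 0.0036 for *Med22* to 0.031 for *Cpa3*). The regions were selected for a large difference in these same 4 lists, so this result largely restates the selection and is no separate evidence of change.

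The study followed promoters activated or repressed during differentiation. Over reference genes fixed before the data were examined (14 activated, 14 repressed), the mean log2(covered bp + 200) within 2 kb of the TSS was 1.05 ± 0.03 higher at activated than at repressed promoters at 0 h for H3K4me3, 0.83 ± 0.10 at 2 h, 0.94 ± 0.03 at 6 h, 1.44 ± 0.45 at 12 h, and 1.86 ± 0.09 at 24 h. The rank trend did not pass the correction (rho = 0.689, permutation p = 0.0357, adjusted p = 0.0803), whereas Pearson's r did (r = 0.874, permutation p = 0.00214, adjusted p = 0.00963). Without the lists at 24 h, r was 0.636 (exact permutation p = 0.0639). The direction depended on the peaks used, since the trend was opposite with higher-scoring peaks only (rho = -0.862, permutation p = 0.00294, adjusted p = 0.0132). That filter can drop a peak that is still called and longer at 24 h, as at *Mafk*. The reversal therefore does not by itself show a loss of H3K4me3 at activated promoters. The rank trend passed with a window of 5 kb (rho = 0.886, permutation p = 0.00152, adjusted p = 0.00684) and without either list at 0 h (rho = 0.814, exact permutation p = 0.0114, adjusted p = 0.0341). For H3K27ac the contrast was 1.16 ± 0.22 at 0 h and 1.47 ± 0.24 at 24 h, with no detectable trend (rho = 0.295, permutation p = 0.42, adjusted p = 0.473; r = 0.462, permutation p = 0.181; r = 0.065 without 24 h).

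Single promoters named in the study were examined in the same windows. At *Mafk* (TSS at chromosome 5, 139791513) H3K4me3 covered 2642 ± 79.9 bp at 0 h and 2624 ± 64.3 bp at 24 h, and H3K27ac 2749 ± 52.3 bp and 2839 ± 132 bp, differences within the replicate spread in this window. In a window of 5 kb either side, the covered length of *Mafk* was 1246 bp higher at 24 h for H3K4me3 and 355.5 bp higher for H3K27ac. With higher-scoring peaks only, in the 2 kb window, the *Mafk* difference was -2641.5 bp for H3K4me3 and -1356 bp for H3K27ac. The H3K4me3 peak at *Mafk* was 3826 and 4436 bp long at 0 h and 5577 and 5176 bp at 24 h. Its score was 1115 and 869 at 0 h and 657 and 841 at 24 h. The difference of -2641.5 bp is the whole mean covered length at 0 h, so both longer peaks at 24 h fell below the filter. That value is not a loss of the peak. At *Tmem184a* (chromosome 5, 139813243) H3K4me3 covered 1252 ± 33.2 bp at 0 h and 2176 ± 265 bp at 24 h. H3K27ac there was 2001 ± 165 bp at 0 h and 1725 ± 2439 bp at 24 h, where 1 of the lists had no peak. At *Btn1a1* (chromosome 13, 23465875) H3K4me3 covered 2602 ± 235 bp and 2824 ± 107 bp, and H3K27ac 1782 ± 819 bp and 2862 ± 130 bp. At *Ms4a2* (chromosome 19, 11623643) H3K4me3 fell from 2233 ± 208 bp at 0 h to 370 ± 523 bp at 24 h, after 2387 ± 31.8 bp at 12 h, and 1 list at 24 h had no peak. No H3K4me3 or H3K27ac peak lay within *Gata2* or 5 kb of it (chromosome 6, gene at 88193891 to 88207032) in any of the 20 histone lists, while both CTCF lists had a peak there. With 2 lists per time point, none of these single differences could reach significance in an exact permutation test.

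Of the 42 promoters captured in the study, 41 were matched to the annotation. A region gained, lost or changed in the limma fit touched 5 of them for H3K4me3, against a median of 0 in 10000 random promoter lists matched on mean covered length, of which 2 had as many. For H3K27ac it was 9 promoters, against a median of 1, and no random list had as many. The study chose these promoters for their change during differentiation, so they are not an independent sample. With higher-scoring peaks only, 4 promoters changed for H3K27ac, and 66 of the random lists had as many. The H3K4me3 promoters were *Tespa1*, *Il9r*, *Atp1b2*, *Cpa3*, and *Slc38a5*, and the H3K27ac promoters were *Btg2*, *Atp1b2*, *Dhrs11*, *Gpr65*, *Tmem44*, *Hebp1*, *Abcb10*, *Slc38a5*, and *Alas2*. These counts take gains and losses together. By presence of a peak, H3K4me3 was gained at *Slc38a5* and lost at *Cpa3*. H3K27ac was gained at *Tmem44* and *Slc38a5* and lost at *Atp1b2*, *Dhrs11*, and *Abcb10*. The promoters described here in detail were picked after their values were seen. At *Alas2* (TSS at chromosome X, 150547375) H3K27ac covered 317 ± 448 bp of the window at 0 h, 2566 ± 236 bp at 12 h, and 2587 ± 67.9 bp at 24 h. At *Tmem44* (chromosome 16, 30550578) H3K27ac was absent at 0 h and covered 3814 ± 265 bp at 2 h and 3318 ± 204 bp at 24 h. At *Hebp1* (chromosome 6, 135168215) H3K27ac covered 2233 ± 72.1 bp at 0 h and 2798 ± 53.7 bp at 24 h. At *Abcb10* (chromosome 8, 123983122) H3K27ac covered 3760 ± 9.90 bp at 0 h and was absent from all 8 later lists, and the peaks at 0 h were 7046 and 7054 bp long with scores of 50.5 and 67.4, near the lowest score of the lists (50.0). Where these promoters lost H3K27ac, the H3K4me3 peak was longer at 24 h than at 0 h. At *Abcb10* it was 3763 and 3960 bp long at 0 h, and 6259 and 6505 bp at 24 h. The lengths at *Atp1b2* were 3557 and 3842 bp, and 5477 and 4870 bp. Those at *Dhrs11* were 2887 and 2462 bp, and 4409 and 4252 bp. A lost H3K27ac call there thus did not go with a shorter H3K4me3 peak.

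**Figure D4:**
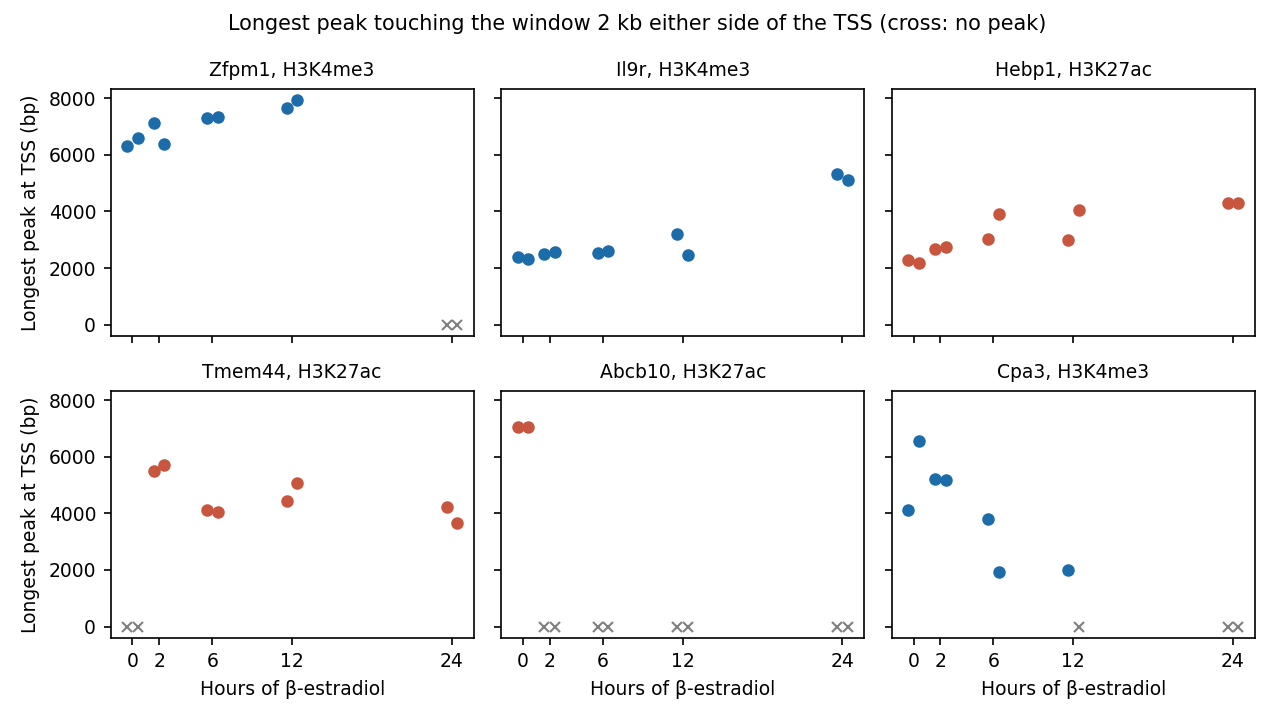
Longest peak (bp) touching the window of 2 kb either side of the TSS against hours of β-estradiol at 6 promoters chosen after their values were seen, with 1 point per list and a cross where a list had no peak. The *Zfpm1* H3K4me3 peak lengthened from 6316 to 7924 bp before it was absent at 24 h, and *Abcb10* H3K27ac peaks of 7046 and 7054 bp were seen only at 0 h.

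To separate H3K27ac at promoters from H3K27ac elsewhere, peaks were divided by overlap with H3K4me3 regions called in both replicates of the same time point. The share of H3K27ac peaks without H3K4me3 was 36.1% ± 0.55 at 0 h, 38.2% ± 0.78 at 2 h, 39.7% ± 0.18 at 6 h, 39.9% ± 0.18 at 12 h, and 38.9% ± 1.47 at 24 h. The trend did not pass the correction (rho = 0.714, permutation p = 0.027, adjusted p = 0.0803; r = 0.486, permutation p = 0.149). Without the lists at 24 h, r was 0.841 (exact permutation p = 0.0123). The setting that moved this result most was the use of H3K4me3 regions of any time point, which gave rho = 0.0985 (permutation p = 0.81, adjusted p = 0.81). That reference does not vary with time, whereas the number of H3K4me3 peaks fell (means of 14233 at 0 h and 12998 at 24 h). A rise in the share is therefore not separated from changes in the H3K4me3 reference, and does not show more H3K27ac away from promoters. With equal peak numbers in every list, the rank trend passed (rho = 0.803, permutation p = 0.00784, adjusted p = 0.0235). Leaving out replicate 2 at 24 h gave rho = 0.924 (exact permutation p = 0.000794, adjusted p = 0.00357).

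CTCF occupancy was compared between single lists at 0 h and 24 h, so differences between them have no replicate check. The list at 0 h held 33193 peaks covering 27.3 Mb, and the list at 24 h 41473 peaks covering 37.2 Mb. Of the peaks at 0 h, 30582 (92.1%, 95% Wilson interval 91.8 to 92.4) overlapped a peak at 24 h. Of the peaks at 24 h, 30414 (73.3%, 72.9 to 73.8) overlapped a peak at 0 h, which left 11059 seen only at 24 h and 2611 seen only at 0 h. These intervals cover counting error only. The number of peaks moved the shares most. With the 33193 top-scoring peaks of each list, they were 85.6% and 85.0%, and equal list sizes bring these shares together by construction. The CTCF core motif CCASYAGRKGGC, with at most 1 mismatch, occurred in 66.2% (65.3 to 67.0) of peaks seen only at 24 h and in 7.01% (6.54 to 7.51) of flanking sequences of the same length. It occurred in 61.4% (59.5 to 63.2) of peaks seen only at 0 h and in 73.3% and 74.0% of shared peaks in the lists at 0 h and 24 h. The highest-scoring peak seen only at 0 h (score 252) lay in an intron of *Gm47283* (chromosome Y, 90803260 to 90803996). The highest-scoring peak seen only at 24 h (score 388) lay in an intergenic region of chromosome 10 (83954087 to 83954800) with no TSS within 50 kb, and did not contain the motif. The other 4 of the 3 highest-scoring peaks per list lay near *Rny3* and *Gm37376* (0 h), and near *Gm7807* and in an intergenic region of chromosome 8 at 56399478 to 56399850 (24 h).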

Values the study reported

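The study captured 22 activated and 20 repressed promoters in G1ER cells, and reported long-range interactions at 21 of the activated (95.5%) and 18 of the repressed promoters (90.0%). Enhancer-promoter interactions correlated with expression over time with R = 0.890 at activated and 0.905 at repressed promoters.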

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

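All alternatives were planned before the data were examined except the removal of regions with a peak of 6 kb or longer, which was chosen after the results were seen. Trends and similarity tests not named below kept their direction and their side of the threshold under the alternatives that were run for them. The cause of a change was not tested unless stated.

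Keeping only peaks at or above the pooled median score changed the most results. The H3K4me3 peak number trend became rho = -0.714 and no longer passed, and neither did the H3K27ac similarity to 0 h (rho = -0.83) or the H3K4me3 replicate similarity (0.0135). The H3K4me3 promoter contrast reversed to rho = -0.862, where the filter can drop peaks that are still called, as at *Mafk*. The difference between the marks in covered length rose to 0.0421 and passed (exact permutation p = 0.0313). Gained and lost regions fell to 28 and 277 for H3K4me3 and to 238 and 499 for H3K27ac, and regions changed in limma to 90 and 405. Captured promoters changed for H3K27ac fell to 4. Fewer peaks enter here by construction. CTCF sharing became 97.2% at 0 h and 63.3% at 24 h. With equal numbers of top-scoring peaks, H3K4me3 gained and lost regions became 193 and 215 and those of H3K27ac 900 and 863, which equal list sizes bring together by construction, 46.3% of the limma calls for H3K4me3 were longer instead of 29.8%, the share of H3K27ac peaks without H3K4me3 passed (rho = 0.803, against 0.0985 and no call with H3K4me3 regions of any time point), and CTCF sharing became 85.6% and 85.0%. A reciprocal overlap of 50% gave 86.9% and 69.5%. The H3K4me3 peak number trend passed the correction by rho but not when its p was replaced by that of Pearson's r = -0.764 (adjusted p = 0.0567 with the other 8 trends by rho, and 0.0378 with all 9 by r). By number of regions, the H3K4me3 similarity to 0 h passed (rho = -0.927). A 5 kb window brought the H3K4me3 promoter contrast to rho = 0.886, which passed, and the captured promoters changed for H3K4me3 to 8. The 4 lists at 0 h and 24 h alone gave 84 H3K4me3 calls in limma, 40.5% of them longer. The H3K27ac calls in limma, 693 longer and 634 shorter, turned to more shorter than longer with higher-scoring peaks only (178 and 227), with scaling by median peak length (643 and 740), with at least 5 lists (460 and 482), and with the 4 lists alone (959 and 960).

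Leaving out each list in turn gave the following ranges. The H3K4me3 peak number trend ranged from -0.924 to -0.788 and lost its call without any 1 of the 4 lists at 0 h or 24 h (adjusted p from 0.0512 to 0.0691). The H3K27ac peak number trend, which was not called, ranged from -0.339 to 0.127 and was above 0 without replicate 1 (0.0339) or replicate 2 (0.127) at 24 h. The H3K27ac covered length trend ranged from 0.322 to 0.856 and passed without replicate 2 at 24 h. The share of H3K27ac peaks without H3K4me3 (0.61 to 0.924) and the difference between the marks (0.0106 to 0.0401) also passed without that replicate number at 24 h. The H3K4me3 promoter contrast ranged from 0.576 to 0.814 and passed without either list at 0 h. The H3K4me3 replicate similarity ranged from 0.00567 to 0.0148 and lost its call in 5 of the 10 fits. Gained and lost regions ranged from 74 to 267 and from 630 to 1389 for H3K4me3, and from 833 to 1832 and from 1015 to 1953 for H3K27ac. The high ends come from leaving out a list at 0 h or 24 h, which by construction makes the rule easier to meet. Without replicate 2 at 24 h, gained H3K27ac regions (1832) outnumbered lost ones (1509). For limma, only lists at 2, 6, or 12 h were left out, so that 0 h and 24 h each kept 2 lists. The ranges were 232 to 293 and 1463 to 1582 regions. They do not show how far the calls depend on single lists at 0 h or 24 h, because those fits were not run.

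Same-numbered replicates did not deviate together. Over 10 pairs of time points the correlation of their deviations ran from -0.0758 to 0.0318 for H3K4me3 and from -0.0293 to 0.0168 for H3K27ac, so the lists share only a number and no pairing. With the replicate number as a block, limma called 146 H3K4me3 and 1177 H3K27ac regions, and the block changed no call of a trend (the H3K4me3 peak number trend was -0.85). For gained and lost regions the paired count is the same by construction.

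For single regions and promoters, 296 other values were computed, of which 29 passed the threshold only under the alternative, 1 no longer passed, and 12 moved by more than the replicate spread. Among these, *Mafk* changed sign where its difference had been within the replicate spread, from -18 to 1246 bp for H3K4me3 in a 5 kb window (but -2641.5 bp with higher-scoring peaks only) and from 89.5 to -1356 bp for H3K27ac with higher-scoring peaks only. The score filter dropped both *Mafk* H3K4me3 peaks at 24 h, which were still called and longer than at 0 h. With higher-scoring peaks only, no value was obtained for *Hoxc6*, *Zfpm1* or *Snx3*, so their calls were not tested under that setting. The 29 values that passed only under the alternative include the other named regions in the fit to the 4 lists at 0 h and 24 h. That fit largely restates how these regions were selected. Without regions holding a peak of 6 kb or longer, limma called 216 H3K4me3 and 1292 H3K27ac regions. The unknown depth limits all counts of gained and lost regions, since a deeper library can yield more weak peaks.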

Other observations

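The tests of peak length, of shuffled lists and of GATA motifs away from promoters were chosen only after the results were seen. The tests of score percentiles, of the CTCF motif, and of the GATA motif in gained or lost regions against regions in all 10 lists were chosen before. Equal peak numbers were a setting chosen before, and only their use to explain lost H3K4me3 regions was chosen after. For the share of regions with a peak of 7 kb or longer, the requirement that intervals do not overlap was added after the shares were seen.

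The widest histone peaks had low scores. The longest peak in any list was 9200 bp, and in 20 of the 20 histone lists peaks of 7 kb or longer had a lower median score (from 100.9 to 269) than peaks of 4 to 5 kb (from 377 to 1188). A candidate explanation is the caller's local background, estimated from the same domain, which would penalize wide enrichment. This cannot be told apart from weaker enrichment in wide domains, since the count restates the pattern and no read coverage or control library was used.

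If wide domains drop out of the calls, presence and absence may misreport the mark there. Of the 16 named regions, 93.75% had a peak of 6 kb or longer, against 5.05% of all gained and lost regions, but they were ranked by covered length, so this share follows from the ranking and decides nothing. Among wide H3K27ac regions lost at 24 h with a peak in at least 4 lists, the longest peak had lengthened with time in 43 of 54 (79.6%, 95% Wilson interval 67.1 to 88.2). In the narrower lost regions it was 33.9%. That contrast decides nothing, because lengthening can itself bring a peak to 6 kb. Wide H3K27ac regions in all 10 lists also lengthened before 24 h, in 63.4% (60.3 to 66.3) of 980 regions. Most of the share in wide lost regions is therefore general, and the intervals are only narrowly apart. Widening past what the caller reports may add to it at some lost H3K27ac regions. For H3K4me3, only 3 lost regions were wide and had enough lists, of which 2 lengthened (20.8 to 93.9), too few to tell. *Zfpm1* lengthened until 12 h and was then absent, while *Cpa3* shortened, with mean covered lengths of 5336 bp at 0 h, 5206 bp at 2 h, 2859 bp at 6 h, and 1007 bp at 12 h. The same cause does not account for most changes. Of all lost H3K27ac regions, 92.3% had no peak of 6 kb or longer. A peak of 7 kb or longer was present in 3.84% of lost H3K27ac regions and 1.52% of regions in all 10 lists, but in 2.28% of gained H3K27ac regions (against 2.17%, with overlapping intervals) and in 0.159% of lost H3K4me3 regions (against 0.86%). The 74 gained H3K4me3 regions went the other way, with such a peak in 3 of them (4.05%, 1.39 to 11.3, against 0.913%). A true loss of the mark at single wide regions stays open and was not tested. *Gata2*, without a histone peak in any list, and *Kit*, whose H3K4me3 peaks at the TSS (8 of 10 lists) were 8397 to 8839 bp long with scores from 70.3 to 117, were singled out after their values were seen. Whether *Gata2* belongs to the same class was not tested.

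Gained and lost regions had mostly low-scoring peaks, and the regions changed in limma were not examined in this way. The median score percentile within the list was 9.29 for H3K4me3 regions lost, 16.7 for H3K27ac regions lost (16.708) and 16.7 for H3K27ac regions gained (16.652), and the 74 gained H3K4me3 regions had 6.80. All were under the limit of 25 set for calls near the caller's threshold, so small differences in depth or background could create many of them. With equal numbers of top-scoring peaks, the ratio of lost to gained H3K4me3 regions was 1.11, where all peaks gave 630 lost and 74 gained, but equal list sizes fix this ratio near 1 by construction. With only peaks at or above the pooled median score, an excess was also seen (277 lost and 28 gained), so an excess was not confined to the weakest peaks. A region lost under this filter can still hold a lower-scoring peak at 24 h, so the filter does not decide the matter for the 630 regions. For these, fewer weak peaks called at 24 h and a biological decrease in H3K4me3 regions cannot be told apart, since the depth is unknown. Random alignment with time was argued against. The highest number of limma calls in 100 draws with lists shuffled within regions was 17 for H3K4me3 and 81 for H3K27ac, against 235 and 1327. Differences between libraries that follow the time points were not excluded by this, since no batch is given.

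The higher number of CTCF peaks at 24 h may be a matter of detection. Peaks seen only at 24 h had a median score percentile of 17.9 in their list, which is what weak sites past the threshold in 1 library would show. They were not background calls without CTCF sequence, since 66.2% held the core motif against 7.01% of flanks. With 1 list per time point, a biological gain in CTCF occupancy was not tested.

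The hypothesis that GATA factors act at changed H3K27ac regions was tested by the ratio of WGATAR to its reversed sequence. The ratio was 1.55 (95% bootstrap interval 1.48 to 1.63) in gained, 1.43 (1.39 to 1.48) in lost, and 1.30 (1.29 to 1.31) in regions with a peak in all 10 lists. Most regions in all 10 lists hold a TSS, which could by itself lower their ratio. Among regions without a TSS, the ratio was 1.57 (1.51 to 1.65) in gained and 1.40 (1.38 to 1.42) in regions in all 10 lists, so location did not account for the gained regions. For lost regions it was 1.45 (1.39 to 1.51), which overlaps, so location may account for that difference. A role for GATA1 at gained regions is a hypothesis from sequence alone, and binding was not analysed here. The ratio in H3K4me3 regions lost was 1.78 (1.68 to 1.89), noticed in the same table. Without a TSS it was 1.83 (1.73 to 1.96), against 1.40 (1.37 to 1.44) in regions in all 10 lists, so location away from promoters did not account for it. Explanations other than location were not tested.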
